A study of Canis lupus familiaris with 23 samples.

How the data were processed

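RNA from 23 canine oral samples was measured by bulk RNA sequencing: 5 canine acanthomatous ameloblastomas (CAA), 11 canine oral squamous cell carcinomas (COSCC) and 7 samples of healthy gingiva. Each sample has its own library name, and each was treated as a separate dog. The library name of COSCC replicate 6 holds 2 numbers, and it was treated as a single sample. Per the labels' protocols, tissue was homogenized in TRIzol, RNA was purified on columns with DNase treatment, and directional libraries were made from total RNA after depletion of ribosomal RNA. The values are raw counts per gene as deposited by the authors, in a table of 30951 Ensembl dog gene identifiers. The aligner, the counting program, the use of strand in counting, the genome build and the annotation release are not stated in the labels or the table header. Reads shared between near-identical or overlapping genes may therefore have been divided in a way that cannot be traced here. All 23 columns were matched to samples by library name, and 0 columns were left unmatched.

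Total counts ran from 15120326 to 16813220 per library, so that the number of counts hardly differed between libraries. Whether reads were subsampled to a common number before counting is not stated in the labels, so the totals describe the counts used and not the original sequencing depth. At the median total a count of 3, taken as the limit of detection, lies well below 1 CPM, the count scaled to a common library total. Such limits cover counting error only, since reads without molecular identifiers are not independent molecules. Of the 30951 genes, 3969 had no count in any library. The filterByExpr function of edgeR, applied by group, kept 15716 genes, which held 99.87% of all counts.

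Counts were tested with edgeR 4.0.16 in R 4.3.3. Library sizes were scaled by the trimmed mean of M values (TMM), and a quasi-likelihood model (glmQLFit and glmQLFTest, default settings) was fitted to all 23 libraries with a mean per group. All groups thus share an estimate of the spread. The contrasts were CAA against gingiva, COSCC against gingiva and CAA against COSCC. P-values were adjusted by the Benjamini-Hochberg method over the 15716 genes, and genes with an adjusted p under 0.05 were counted as changed. Standard errors of log2 fold changes were obtained as the absolute fold change divided by the square root of the F statistic, which is an approximation. CPM values use the TMM-scaled library sizes. Correlations and principal components use log2 CPM with a prior count of 2. Library measures were compared between groups with exact two-sided permutation tests, 12 tests forming a family for adjustment. The jaw from which a tumor came is in the labels, as is a two-letter code, FS or MC, whose meaning the labels do not give. Mandibular and maxillary COSCC were compared within the COSCC libraries.

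The tests, the samples in each and the rule for naming genes were set before the data were examined, as were the alternatives unless stated otherwise. The table carries Ensembl identifiers without gene symbols. The NCBI RefSeq gene table used for names (assembly UU_Cfam_GSD_1.0) held no Ensembl identifiers, so 0 identifiers of the count table could be matched. For that reason the planned tests of 14 gene lists and the planned check of sex-linked genes against the code were not run, and no gene is given a name or a position. The naming rule asked for the largest rises and falls among genes with an adjusted p under 0.05, a mean of at least 10 CPM in the higher group and ranges that did not overlap between groups. It also asked for a gene symbol. That condition was dropped, and 2 identifiers per direction are given for each contrast.

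Because both tumor contrasts use the same gingiva libraries, their fold changes are correlated without any effect. This was measured in 20 simulations in which every library was drawn from the gingiva means with the fitted gene-wise dispersions. The fitting procedure was tested on simulated counts in which 200 genes were changed in both tumors. At a 4-fold change it recovered 66.0% of 191 tested changed genes for CAA against gingiva and 73.8% for COSCC against gingiva, with 3 and 7 false calls. At a 2-fold change it recovered 13.7% and 31.0% of 197 genes. Both kinds of simulation gave all groups the same pooled dispersions, although the real groups differed in spread.

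Alternatives comprised DESeq2 1.42.0, limma 3.58.1 (voom with sample quality weights), median-of-ratios size factors, total counts without a composition factor, no low-count filter beyond a total of 1 count, a filter of at least 10 counts in at least 5 samples, robust estimation, fits to the compared groups alone, the code as a covariate and a block for the replicate number. Each CAA library was left out in turn, tumors were restricted to the maxilla, and 5 COSCC libraries were drawn at random 20 times. Each gingiva and COSCC library was also left out in turn, a choice made after seeing the data except for the mandibular libraries in the comparison of jaws. The scalings and filters applied to the mean correlation between COSCC libraries, the separate gingiva libraries for each tumor, and the refits of named identifiers in contrasts other than their own were also chosen after seeing the data. Plots were drawn with matplotlib 3.10.9.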

Results

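Gene expression was profiled in 2 types of canine oral tumor and in healthy gingiva. CAA is a locally invasive odontogenic tumor of the dog jaw, and COSCC is a carcinoma of the oral epithelium. The series comprised 5 CAA, 11 COSCC and 7 gingiva libraries. Of the CAA, 3 came from the maxilla and 2 from the mandible. Of the COSCC, 7 came from the maxilla and 4 from the mandible. The jaw was undetermined for 6 of the 7 gingiva samples. Total counts averaged 15538392 ± 271128 in gingiva (SD, n = 7), 15604209 ± 336845 in CAA (SD, n = 5) and 15830430 ± 382587 in COSCC (SD, n = 11). Across all libraries they ranged from 15120326 to 16813220.

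Library composition differed between gingiva and the tumors. The 10 most abundant genes of a library took 19.1% ± 4.02 of its counts in gingiva (SD, n = 7), 11.1% ± 4.04 in CAA (SD, n = 5) and 13.2% ± 3.11 in COSCC (SD, n = 11). In exact two-sided permutation tests the share was lower than in gingiva in CAA (p = 0.0126, adjusted 0.0253) and in COSCC (p = 0.00327, adjusted 0.0131). The difference between the tumors did not exceed the spread (exact permutation p = 0.275). The number of genes with at least 1 count was 18675 ± 438 in gingiva, 19828 ± 518 in CAA and 19274 ± 945 in COSCC (SD, n = 7, 5 and 11). It was higher in CAA than in gingiva (exact permutation p = 0.00758, adjusted 0.0182), whereas COSCC and gingiva did not differ by more than the spread (exact permutation p = 0.138, adjusted 0.166).

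The similarity of libraries within a group was compared next. PC1 held 26.5% of the variance and PC2 19.6%. All 86 pairs of libraries within a group differed by far more than counting noise, with a mean chi-square of at least 53.8 per gene, so no library was counted as a duplicate. The mean Pearson correlation, across genes, of a library with the others of its group was 0.945 ± 0.0115 in gingiva (SD, n = 7), 0.930 ± 0.00955 in CAA (SD, n = 5) and 0.875 ± 0.0252 in COSCC (SD, n = 11). COSCC libraries were less alike than gingiva libraries (exact permutation p = 3.142e-05, the smallest the 31824 permutations allow, adjusted 0.000377). They were also less alike than CAA libraries (exact permutation p = 0.000458, adjusted 0.00275). CAA and gingiva differed at an unadjusted level only (exact permutation p = 0.0404, adjusted 0.0606). Each pair of libraries enters the values of both its members, so the values within a group are not independent and these p-values overstate the evidence. Among the alternative scalings and low-count filters, all chosen for this measure after seeing the data, the absence of a low-count filter moved the COSCC mean most, to 0.946, with 0.974 in gingiva and 0.971 in CAA. The biological coefficient of variation, estimated in each group alone, was 0.426 in gingiva, 0.461 in CAA and 0.685 in COSCC. The common estimate over all 23 libraries, with group means removed, was 0.578, which is above the values of gingiva and CAA and below that of COSCC.

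**Figure D1:**
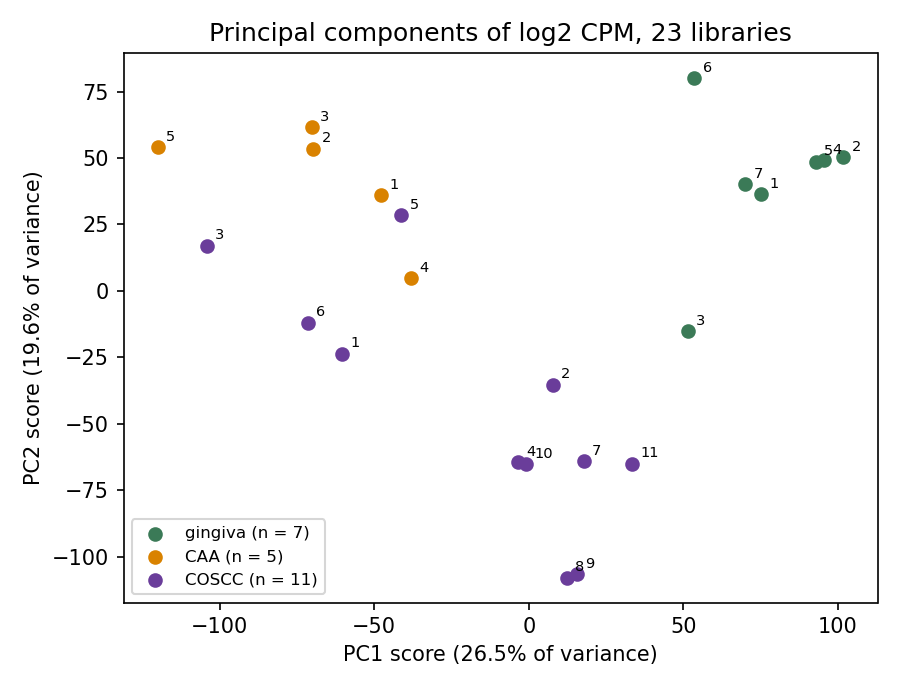
Scores of the 23 libraries on the first principal components of log2 CPM (PC1 on the x axis, PC2 on the y axis, each with its share of the variance), colored by group and numbered by replicate. All 7 gingiva libraries have PC1 scores of at least 51.4, and all 5 CAA libraries lie at -38.0 or lower.

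**Figure D2:**
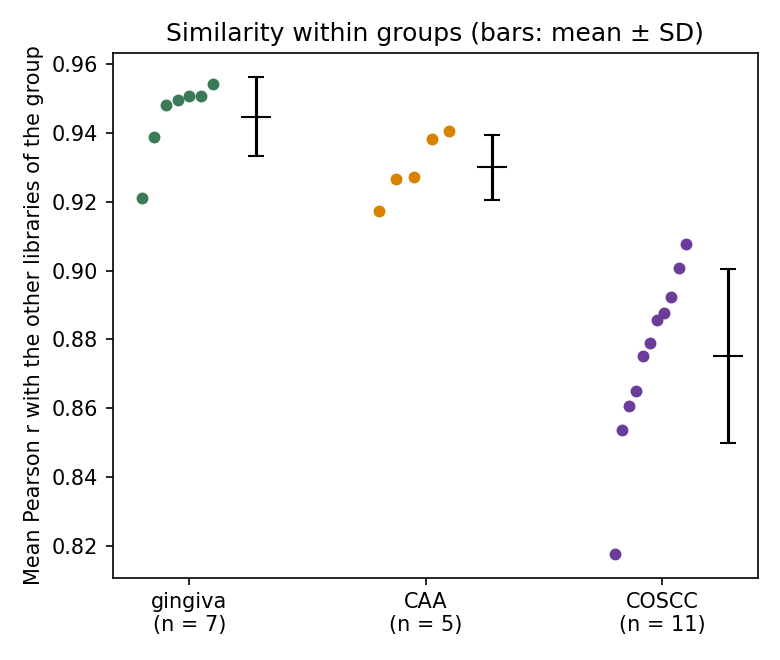
Mean Pearson correlation of each library with the other libraries of its group (y axis) by group (x axis), each point being a library and the bars mean ± SD. COSCC libraries range from 0.818 to 0.908, below all gingiva libraries (0.921 to 0.954).

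CAA was compared with healthy gingiva to find the genes whose expression differed in this tumor. With edgeR, 3862 of 15716 genes had an adjusted p under 0.05, 2163 higher and 1699 lower in CAA. Of these, 2738 differed at least 2-fold, 1719 of them higher and 1019 lower. The ranges of CAA and gingiva did not overlap for 2440 genes (15.5%), against 0.253% of genes by chance. The count moved most under limma voom with sample quality weights, which gave 6929 genes. Leaving out CAA replicate 5 reduced it to 2312. The median log2 fold change of all genes was 0.04 under TMM and 0.41 when counts were scaled by library totals alone, a shift that raised the share of higher genes among those past the threshold from 56.0% to 82.6%.

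The largest rises in CAA that met the naming rule were in ENSCAFG00000008936 and ENSCAFG00000015578. ENSCAFG00000008936 had 14.9 ± 12.8 CPM in CAA (SD, n = 5) and no count in any of the 7 gingiva libraries (edgeR adjusted p = 0.00106). Its CAA mean was 78.2 times the CPM of 3 counts in a library of median size. ENSCAFG00000015578 had 25.9 ± 23.6 CPM in CAA (SD, n = 5) and at most 2 counts in a gingiva library (edgeR adjusted p = 0.000771). Its ratio to the same limit was 136. The median size covers all libraries, and TMM factors averaged 0.887 in gingiva, 1.026 in COSCC and 1.151 in CAA. A limit set from the gingiva libraries would therefore give lower ratios. Both genes were also higher in COSCC than in gingiva, with edgeR adjusted p-values of 0.0144 and 0.0212, but these COSCC results depended on the method or on a single library. Under limma voom with sample quality weights neither passed the threshold (adjusted p = 0.325 and 0.576). ENSCAFG00000015578 had 231 counts in COSCC replicate 3 and 0 to 12 in the other COSCC libraries, and without that library its adjusted p was 0.139. The largest falls were in ENSCAFG00000011544 and ENSCAFG00000012910. ENSCAFG00000011544 had 0.0880 ± 0.135 CPM in CAA (SD, n = 5) and 272.6 ± 267.2 CPM in gingiva (SD, n = 7), a log2 fold change of -11.46 ± 2.54 (SE, edgeR adjusted p = 0.00297). Its gingiva values ran from 23.6 to 768.1 CPM. ENSCAFG00000012910 had 0.0912 ± 0.204 CPM in CAA (SD, n = 5) and 48.4 ± 33.8 CPM in gingiva (SD, n = 7), a log2 fold change of -9.07 ± 1.63 (SE, edgeR adjusted p = 0.000676). The highest CAA counts of these genes were 6 and 7, so that the size of both falls is set by very few counts.

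COSCC was compared with gingiva in the same model. There were 5290 genes with an edgeR adjusted p under 0.05, 3162 higher and 2128 lower in COSCC, and 3115 of them differed at least 2-fold. The median log2 fold change of all genes was 0.14 under TMM and 0.35 with library totals alone, where the share of higher genes rose from 59.8% to 81.0%. Only 423 genes (2.69%) had ranges that did not overlap between COSCC and gingiva, against 0.00629% by chance. In 20 random draws of 5 COSCC libraries, the size of the CAA group, the median count was 3889.5 and the range 2826 to 5139. The count for CAA, 3862, lay within that range, and 10 of the 20 draws exceeded it.

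Among genes higher in COSCC, ENSCAFG00000009569 had 1249 ± 1488 CPM in COSCC (SD, n = 11) and 4.11 ± 4.09 CPM in gingiva (SD, n = 7), a log2 fold change of 8.25 ± 1.36 (SE, edgeR adjusted p = 0.000216). Its COSCC values ran from 44.1 to 4259 CPM. ENSCAFG00000005913 had 29.7 ± 36.8 CPM in COSCC (SD, n = 11) and 0.194 ± 0.176 CPM in gingiva (SD, n = 7), a log2 fold change of 7.19 ± 1.08 (SE, edgeR adjusted p = 9.148e-05). Among genes lower in COSCC, ENSCAFG00000028919 had 0.325 ± 0.645 CPM in COSCC (SD, n = 11) and 34.5 ± 14.8 CPM in gingiva (SD, n = 7), a log2 fold change of -6.67 ± 0.83 (SE, edgeR adjusted p = 1.742e-05). ENSCAFG00000016017 had 189.2 ± 431 CPM in COSCC and 14174 ± 4741 CPM in gingiva, a log2 fold change of -6.23 ± 1.32 (SE, edgeR adjusted p = 0.00161). Its COSCC values were uneven, from 1.34 to 1433 CPM, the highest being in COSCC replicate 5. The size of both falls depended on that library. Without it the log2 fold change was -7.77 for ENSCAFG00000016017 and -7.83 for ENSCAFG00000028919. In CAA against gingiva these last 2 genes did not pass the threshold, with edgeR adjusted p-values of 0.205 and 0.0742; both passed it with limma voom and in a fit of only CAA and gingiva. ENSCAFG00000016017 nevertheless had 313 to 1704 CPM in CAA, below every gingiva library (8723 to 20653 CPM), a log2 fold change of -4.13. For ENSCAFG00000016017 no difference between CAA and COSCC was shown (edgeR adjusted p = 0.252), whereas ENSCAFG00000028919 differed between them (edgeR adjusted p = 0.00141).

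The overlap of the changes in both tumors was then examined. Of the 3862 genes changed in CAA and the 5290 changed in COSCC, 2323 were shared, where independent lists of these sizes would share 1300; lists that use the same gingiva libraries are not independent. They had the same direction in 2315 genes, 1332 higher and 983 lower in both tumors, and opposite directions in 8. Across genes, the log2 fold changes in the tumors had a Pearson r of 0.691 and a Spearman rho of 0.647, genes not being independent replicates. In 20 simulations, unchanged groups gave a mean r of 0.4997 (0.468 to 0.520), with shared gingiva libraries and no change in either tumor. All simulated groups had the same pooled dispersions. The biological coefficient of variation of the real groups was 0.426 in gingiva, 0.461 in CAA and 0.685 in COSCC. The r that such unequal spreads give without any change may therefore differ from the simulated value. When the gingiva libraries were divided so that each tumor had its own, a comparison chosen after seeing the data, the mean r over 35 divisions was 0.605 (0.556 to 0.634), against 0.686 for shared libraries on the same scale.

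**Figure D3:**
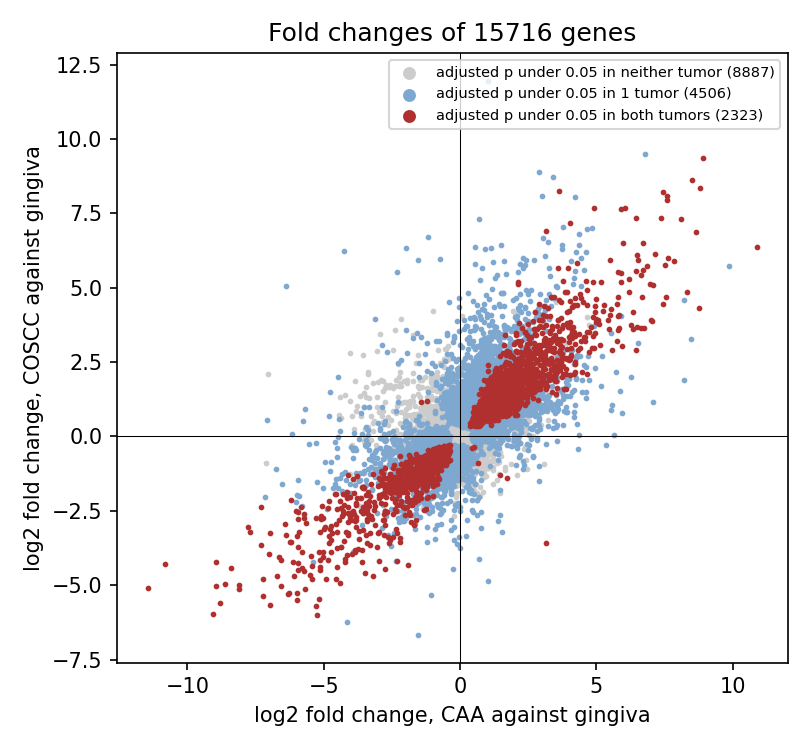
Log2 fold change of each of 15716 genes in CAA against gingiva (x axis) and in COSCC against gingiva (y axis), each point being a gene, colored by whether its adjusted p was under 0.05 in both tumors, in 1 or in neither. Of the 2323 genes past the threshold in both tumors, 2315 changed in the same direction; the Pearson r over all genes is 0.691, and both axes use the same gingiva libraries.

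The tumors were compared with each other directly, which is also the test of whether their differences from gingiva differ. There were 1371 genes with an edgeR adjusted p under 0.05, 643 higher and 728 lower in CAA than in COSCC, and 923 differed at least 2-fold. With library totals alone the share of higher genes among those past the threshold rose from 46.9% to 61.3%. The ranges did not overlap for 174 genes (1.11%), against 0.0458% by chance. This count depended strongly on the method and on single libraries. Limma voom with sample quality weights gave 5903 genes, and a fit without the gingiva libraries gave 432. Without CAA replicate 3 it was 270 and without COSCC replicate 5 it was 2261. In the 20 draws of 5 COSCC libraries the median was 1192.5 and the range 26 to 4518. The share of higher genes, 46.9% with all libraries, was 71.8% without CAA replicate 2, 71.1% without replicate 3 and 63.3% without replicate 5. Of the 1539 genes changed in CAA alone, 503 differed between the tumors, as did 429 of the 2967 changed in COSCC alone. For the remaining genes of these lists a difference between the tumors was not shown.

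ENSCAFG00000004935 had 235.1 ± 117 CPM in CAA (SD, n = 5) and 4.82 ± 8.09 CPM in COSCC (SD, n = 11), a log2 difference of 5.59 ± 0.98 (SE, edgeR adjusted p = 0.00288). It was also higher in CAA than in gingiva, with a log2 fold change of 5.64 (edgeR adjusted p = 0.00219), while COSCC and gingiva did not differ past the threshold (edgeR adjusted p = 0.974), except with limma voom, where COSCC was lower (adjusted p = 0.0275). ENSCAFG00000010034 had 264.1 ± 253 CPM in CAA and 12.7 ± 14.7 CPM in COSCC, a log2 difference of 4.38 ± 0.77 (SE, edgeR adjusted p = 0.00288). ENSCAFG00000013175 had 0.506 ± 0.286 CPM in CAA and 12.02 ± 11.6 CPM in COSCC, a log2 difference of -4.56 ± 0.91 (SE, edgeR adjusted p = 0.00693). ENSCAFG00000010058 had 3.22 ± 1.58 CPM in CAA and 55.1 ± 43.6 CPM in COSCC, a log2 difference of -4.10 ± 0.65 (SE, edgeR adjusted p = 0.00141). It was lower in CAA than in gingiva (edgeR adjusted p = 0.000193) while COSCC and gingiva did not differ past the threshold (edgeR adjusted p = 0.507), except with limma voom (adjusted p = 0.0475).

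Mandibular and maxillary COSCC were compared within the carcinomas, 4 against 7 libraries. Of 14958 genes tested, 0 had an edgeR adjusted p under 0.05, the smallest being 0.135, and 1960 (13.1%) had an unadjusted p under 0.05. DESeq2 gave 400 genes with an adjusted p under 0.05. All 4 mandibular samples carried the code MC, and 6 of the 7 maxillary samples carried FS, so that the jaw and the code were nearly inseparable. With the code as a covariate, 0 genes passed and 305 (2.04%) had an unadjusted p under 0.05. The code itself, tested over all 23 libraries with the group in the model, gave 0 genes and 796 (5.06%) at an unadjusted p under 0.05.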

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

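The test of both scalings and the test of leaving out libraries were set before their results were seen; the separate gingiva libraries and the direct tests were chosen after. In 8 genes the tumors differed from gingiva in opposite directions, each past the threshold in both contrasts, and all 8 also differed between CAA and COSCC in the direct test. In 6 of them CAA was the higher tumor and in 2 COSCC was. Shared control libraries push both fold changes the same way (mean r 0.4997 in simulated unchanged groups), so they are not a likely source of opposite signs. All 8 genes kept these signs in each of 70 divisions that gave each tumor its own gingiva libraries. That test decides little, since the genes were chosen for their opposite signs. Gingiva cancels in the direct test (adjusted p at most 0.00487), so the shared control libraries do not enter its log2 difference. These p-values decide little either, since genes past both thresholds in opposite directions were likely to differ between the tumors by that choice. A single library did not produce the opposite signs: all 8 genes kept them in each of the 23 fits that left out 1 library, although none stayed past both thresholds in all 23 fits, and the least stable did so in 11. Under the other scalings the direct test gave an adjusted p of at most 0.00851 in these genes, and all 8 kept opposite signs. The difference between the tumors thus did not depend on the scaling, although the choice of genes limits these p-values too. Whether both tumors pass the threshold against gingiva is less certain. All 8 did under median-of-ratios size factors and 2 under library totals, which raise the median fold change of all genes in both tumors. A difference in biology between the tumor types stays open and was not tested further.

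Within CAA and within gingiva, 24 sets of values were examined for a sample far from the others, and 5 had a gap beyond Dixon's 95% limit, where chance gives about 1.2. The 11 COSCC libraries were not examined in this way. The sets are not independent, and 4 of the 5 are identifiers chosen for extreme changes. CAA replicate 4 had 18932 genes with at least 1 count, against 19884 in the nearest CAA library, and 3749 genes differed between CAA and gingiva without it. ENSCAFG00000011544 was at 0.324 CPM in CAA replicate 3, and ENSCAFG00000012910 at 0.456 CPM in CAA replicate 4. Both values rest on at most 7 counts. ENSCAFG00000005913 was at 0.565 CPM in gingiva replicate 7, from 8 counts. ENSCAFG00000010034 reached 711.2 CPM in CAA replicate 5, against 202.9 CPM in the next CAA library. Without CAA replicate 5 its log2 difference between CAA and COSCC was 3.58, against 4.38 with all libraries. All 308 recomputed fold changes of named identifiers, those without the libraries concerned included, kept their direction and stayed past the threshold. No biological explanation was tested for these values, and the total counts of the libraries were nearly uniform.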

How the results depend on the processing

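In the contrast they were named for, all 12 identifiers kept their direction and stayed past the threshold in all 308 recomputed results (22 to 28 settings per identifier), with adjusted p-values up to 0.0444. Other contrasts given for these identifiers, recomputed after seeing the data, were less steady. In COSCC against gingiva, ENSCAFG00000015578 lost the threshold without COSCC replicate 3 (adjusted p 0.139), with a replicate block (0.0640) and with limma voom (0.576), where ENSCAFG00000008936 lost it too (0.325). In CAA against gingiva, ENSCAFG00000016017 passed it with DESeq2 (0.00739), limma voom (0.00131) and only the 2 groups (6.903e-05), and ENSCAFG00000028919 with limma voom (0.000149) and only the 2 groups (0.0474). ENSCAFG00000016017 also passed in CAA against COSCC with limma voom (0.000177) and without COSCC replicate 5 (0.0360), and ENSCAFG00000010058 in COSCC against gingiva with limma voom (0.0475). The log2 fold change of ENSCAFG00000004935 in COSCC against gingiva, close to 0, changed sign in 12 settings. It was -2.424 with limma voom (adjusted p 0.0275), -0.1117 with the code as a covariate and -0.02674 with a replicate block. Without gingiva replicates 2, 3, 4, 5 and 7 it was -0.1394, -0.08124, -0.1076, -0.0168 and -0.09832, and without COSCC replicates 1, 3, 5 and 6 it was -0.01623, -0.8367, -0.07752 and -0.02703. Without gingiva replicate 6 it was 0.4527. The counts of changed genes were less steady. Against 3862, 5290 and 1371 genes for CAA against gingiva, COSCC against gingiva and CAA against COSCC, median-of-ratios size factors, robust estimation, the filter of 10 counts in 5 samples and the code as a covariate stayed within 1.5 times for every contrast.

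DESeq2 gave 2902 genes for CAA against COSCC, 22 genes with opposite directions against 8, and 400 genes for mandible against maxilla against 0; the cause was not tested. Limma voom with sample quality weights gave 6929 genes for CAA against gingiva, 5903 for CAA against COSCC, 173 with opposite directions and a correlation of tumor fold changes of 0.597 against 0.691. Its mean weight was 0.857 for COSCC libraries and 1.61 for gingiva, ranging from 0.289 to 2.32 within COSCC; whether the weights caused the change was not tested. With total counts only, 4 genes had opposite directions; the share of higher genes went from 56.0% to 82.6% for CAA against gingiva, from 59.8% to 81.0% for COSCC against gingiva and from 46.9% to 61.3% for CAA against COSCC. Library totals moved the median log2 fold change of all genes from 0.04 to 0.41, from 0.14 to 0.35 and from -0.07 to 0.09 in these contrasts. DESeq2 lowered that last share to 36.8%. Without a low-count filter, 4 genes had opposite directions, the correlation was 0.592 and the mean correlation between COSCC libraries, for which this alternative was added after seeing the data, was 0.946 against 0.875. A fit of only the 2 groups compared gave 432 genes for CAA against COSCC, and the cause was not tested. With maxilla tumors only, 2300 genes differed between CAA and COSCC, 1051 of them among the 1371; the cause was not tested. Separate gingiva libraries for each tumor, added after seeing the data, gave a correlation of 0.605.

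Samples that share a replicate number did not deviate together. The mean correlation of their deviations was -0.0257, -0.0104 and 0.0840 in the 3 contrasts, and 1 of 5, 2 of 7 and 2 of 5 pairs exceeded 0.1. A replicate block gave 3369 genes for COSCC against gingiva, 154 for CAA against COSCC, 4 with opposite directions and a correlation of 0.753. It gave 3458 genes for CAA against gingiva. These are not read as weaker effects, since the numbers do not pair the samples.

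Leaving out 1 library at a time, with the gingiva and most COSCC omissions added after seeing the data, gave 2312 (without CAA replicate 5) to 4149 genes for CAA against gingiva. For CAA against COSCC the range was 270 (without CAA replicate 3) to 2261 (without COSCC replicate 5). Without CAA replicates 1, 2, 4 and 5 it was 770, 315, 2076 and 338, and without COSCC replicates 3 and 9 it was 2257 and 837. COSCC against gingiva ranged from 4037 to 5929. Genes with opposite directions ranged from 2 to 16, the correlation from 0.651 to 0.716, and genes for mandible against maxilla from 0 to 1, with 1282 to 2446 at an unadjusted p under 0.05.

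At this depth and number of samples, simulated 2-fold changes were recovered in 13.7% of genes for CAA against gingiva and 30.96% for COSCC against gingiva. Only 200 genes were changed in that simulation, so its p threshold is stricter than in the real data. All groups were simulated with the same pooled dispersions, so the recovery for COSCC does not include its larger spread. The alternatives for gene lists were not run, as the identifiers could not be given names.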

Other observations

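The splits of the 3 group comparisons, the placement of the tumor libraries, the removal of abundant genes and the spread tests were set before their results were seen; the split test for the jaw, the test of COSCC replicate 1 alone, and the tests on depth and on the share of abundant genes, on single-library genes, on the missing gene and on the code were chosen after. Depth in this section means the total of the counts used, since subsampling of reads before counting is not excluded.

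Of 100 splits of the samples into groups of the same sizes, 1, the real one, gave as many changed genes for CAA against gingiva, and likewise 1 for COSCC against gingiva and 1 for CAA against COSCC. The highest counts among the other splits were 1701, 1255 and 299. For the jaw, 4 of 100 splits of the COSCC libraries, the real one included, gave as many as 1960 genes at an unadjusted p under 0.05. With the code as a covariate the count was 305, and the jaw and the code cannot be told apart with 4 mandibular libraries that all carry MC.

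COSCC replicates 5 and 11 had a higher mean correlation with the gingiva libraries (0.8762 and 0.9025) than with the other COSCC libraries (0.8651 and 0.9008). For replicate 5 this was not tested further. Replicate 11 had correlations of 0.8005 to 0.8758 with COSCC replicates 1, 3, 5 and 6. They were 0.9086 to 0.9663 with the other COSCC libraries and 0.8695 to 0.9208 with gingiva. Mean correlations with a group of unlike libraries tend to be lower. Such comparisons, the next included, thus favor gingiva and CAA (0.945 and 0.930 within the groups) over COSCC (0.875). COSCC replicates 1, 3, 5 and 6 had a higher mean correlation with the CAA libraries than with the other COSCC libraries. The values were 0.864 against 0.861, 0.853 against 0.818, 0.901 against 0.865 and 0.881 against 0.854. Depth was not the reason, since 0 of the 4 had a total outside the range of the other COSCC libraries. A few genes taking most of the counts in these 4 libraries are not the reason either. The 10 most abundant genes took at most 13.1% there, below the median of 13.98% in the other 7 COSCC libraries. Their median share of 11.22% was close to the CAA mean of 11.14%, so a share like that of CAA stays open as a contribution. Removing the most abundant genes, the test set in advance, decides nothing, since 32 of 15716 genes hardly move such a correlation. To test for mislabelled samples, each tumor library was placed between the COSCC mean (at 0) and the CAA mean (at 1) on genes that differed between the tumors when that library was left out. COSCC replicate 1 lay at 0.363, below every CAA library. COSCC replicates 3, 5 and 6 lay at 0.551, 0.586 and 0.594, above CAA replicate 4 at 0.478 and below the other 4 CAA libraries, the lowest of which lay at 0.775. By the criterion set in advance, which was the lowest CAA library, mislabelling of these 3 libraries stays a candidate explanation. CAA replicate 4 had a higher mean correlation with the other CAA libraries (0.927) than with COSCC (0.895), as its label says, although its position is intermediate. Mixed or atypical tumors could give the same position, which was not tested; the library name of COSCC replicate 6 holds 2 numbers. Samples were kept in their labelled groups throughout.

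The larger spread between COSCC libraries, a mean correlation of 0.875, may reflect the tumors themselves. Counting noise in low genes was not the source, because among 2005 genes with a mean of at least 100 CPM the COSCC mean was 0.652 while the lowest gingiva library was at 0.765. A few genes taking most of the counts do not account for the difference from gingiva, as the 10 most abundant took a mean of 13.2% in COSCC and 19.1% in gingiva. For the difference from CAA, where the share was 11.1%, the COSCC mean correlation of 0.874 without these genes decides nothing, as above. The shares themselves argue against abundant genes as the source. COSCC replicates 1, 3, 5 and 6 had the lowest mean correlations, 0.861, 0.818, 0.865 and 0.854. Their shares ran from 8.78% to 13.1%, against 10.73% to 20.31% in the other 7 COSCC libraries. Every COSCC library (0.908 at most) lay below the lowest CAA library (0.917), although CAA shares reached 17.29%. With all genes the COSCC mean correlation was 0.895 among the 7 maxillary libraries, at most 0.884 within a code, and at most 0.888 when 1 library was left out, all below the lowest CAA library at 0.917. Mislabelled or mixed samples, as above, remain open as a contribution, so the pattern is not called biological.

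COSCC replicate 3 had 89 genes above 10 CPM and more than 10-fold above every other library, with 24 in each of the next 2 libraries, COSCC replicates 1 and 5. All genes were searched, since the low-count filter removes genes seen in a single library, and 33 of the 89 passed it. The genes held 0.873% of the library's counts. Depth is not a likely source, as 5 libraries had higher totals. In a test of the choice of threshold, COSCC replicate 3 had the most such genes in all 9 settings of CPM and fold. A wider spread of all genes in this library would also give genes low in it alone, of which there were 5, the most of any library (1 in COSCC replicate 1 and 0 in the others). Such genes must exceed 10 CPM in all the other libraries, so the counts of high and low genes are not comparable and a wider spread stays open. RNA from another tissue and a trait of this tumor remain open and were not tested, as the genes have no names.

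ENSCAFG00000001288 had 0 counts in COSCC replicate 1 and 331 to 2048 counts in the other 22 libraries. It was singled out after its values were seen. Depth cannot explain it, since 322.4 counts would be expected from the lowest of the other libraries. It was the 1 gene, of 8022 with at least 100 counts in each other library, with 3 or fewer there. With at least 50 elsewhere there were 2 such genes of 9508, both in COSCC replicate 1, and with at least 30 there were 6 of 10369 in any library, 2 of them in COSCC replicate 1. As the gene was found by this search, dropout limited to few genes stays open. A deletion or variant carried by this dog or tumor is a hypothesis that reads over the gene would test; it was not tested here.

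No gene separated the codes FS and MC better than chance. The best had an area under the curve of 0.917, and 0.559 of 1000 permuted codes, as a permutation p, gave as good a gene (median 0.924). The test of whether the code leaves a mark on single genes covered the 15716 tested genes only.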
